# Global Transcriptome Analysis of Orange Wheat Blossom Midge, *Sitodiplosis mosellana* (Gehin) (Diptera: Cecidomyiidae) to Identify Candidate Transcripts Regulating Diapause

**DOI:** 10.1371/journal.pone.0071564

**Published:** 2013-08-05

**Authors:** Zhong-Jun Gong, Yu-Qing Wu, Jin Miao, Yun Duan, Yue-Li Jiang, Tong Li

## Abstract

**Background:**

Many insects enter a developmental arrest (diapause) that allows them to survive harsh seasonal conditions. Despite the well-established ecological significance of diapause, the molecular basis of this crucial adaptation remains largely unresolved. *Sitodiplosis mosellana* (Gehin), the orange wheat blossom midge (OWBM), causes serious damage to wheat throughout the northern hemisphere, and sporadic outbreaks occur in the world. Traits related to diapause appear to be important factors contributing to their rapid spread and outbreak. To better understand the diapause mechanisms of OWBM, we sequenced the transcriptome and determined the gene expression profile of this species.

**Methodology/Principal Findings:**

In this study, we performed de novo transcriptome analysis using short-read sequencing technology (Illumina) and gene expression analysis with a tag-based digital gene expression (DGE) system. The sequencing results generated 89,117 contigs, and 45,713 unigenes. These unigenes were annotated by Blastx alignment against the NCBI non-redundant (nr), Clusters of orthologous groups (COG), gene orthology (GO), and the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. 20,802 unigenes (45.5% of the total) matched with protein in the NCBI nr database. Two digital gene expression (DGE) libraries were constructed to determine differences in gene expression profiles during diapause and non-diapause developmental stages. Genes related to diapause were analyzed in detail and in addition, nine diapause-related genes were analyzed by real time PCR.

**Conclusions/Significance:**

The OWBM transcriptome greatly improves our genetic understanding and provides a platform for functional genomics research of this species. The DGE profiling data provides comprehensive information at the transcriptional level that facilitates our understanding of the molecular mechanisms of various physiological aspects including development and diapause stages in OWBM. From this study it is evident that various genes coding metabolic enzymes are crucial for diapause and metamorphosis.

## Introduction

*Sitodiplosis mosellana* (Gehin), the orange wheat blossom midge (OWBM), causes serious damage to wheat (Triticum aestivum L.) throughout the northern hemisphere, and sporadic outbreaks occur in North America, Europe and Asia [1], [2]. In northern China, two major outbreaks of wheat midge were recorded in the 1950s and 1980s, causing serious crop loss during the years [3]. Since 2000, wheat midge populations have been observed in northern China every year largely due to changes in weather conditions and crops distribution [4]. Wheat midge development consists of one generation per year with mature larvae falling from wheat ears to the ground from mid to late May. And most wheat midge larvae burrow 6–10 cm into the soil before forming a protective round cocoon. Once in the soil, wheat midge larvae can successfully diapause, in which they over-summer and over-autumn during obligatory diapause. Diapause occurs at the mature third instar larvae in each generation, regardless of the prevailing environmental conditions [5]. With decreasing ambient temperatures during winter, this diapause is gradually being terminated leaving larvae in an inactive state of post-diapause quiescence. Most studies on the diapause of wheat blossom midge have focused on the ecology and biochemistry [6]–[10] with a very few studies on the molecular mechanisms that control diapause [11].

Temperature and soil moisture have been shown to affect the development of OWBM [12]. At low temperatures wheat midge larvae do not pupate. Therefore, a long diapause is important to maintain synchrony between the life cycle of OWBM and the phenology of wheat. Diapause is an alternate life-history trait that enables individuals to endure unfavorable environmental conditions such as drought and cold. During diapause, which is a dormancy common to over-wintering insects, development is usually arrested by suppressed/blocked metabolic pathways, and a unique pattern of gene expression is evoked [13]. After termination of diapause, metabolic rate rapidly increases to initiate development.

Currently, insect diapause is considered as a dynamic (rather than static) process consisting of several successive phases [14]. However, the mechanisms that maintain and terminate diapause are poorly understood. Diapause and non-diapause phases of an insect's life cycle are strikingly contrast and the underlying differences at the molecular level remain largely unknown [15].

Only a few genes expressed in the OWBM have been characterized thus far, including the serine carboxypeptidase and serine proteases, and genes involved in diapause have not been studied in this insect. A global analysis of the OWBM transcriptome should, therefore, provide a comprehensive information on the physiological and biochemical processes of this insect species. In this study, we generated over 4.5 billion bases of high-quality DNA sequences using Illumina sequencing technology and demonstrated the suitability of short-read sequencing for de novo assembly and annotation of genes expressed in an eukaryote without prior genome information. In total, we obtained 45,713 unigenes from the OWBM transcriptome. Further, we also compared the gene expression profiles of diapause OWBM larvae (DOL) and non-diapause OWBM larvae (NDOL) using a digital gene expression (DGE) system. The assembled, annotated transcriptome sequences and gene expression profiles will be a valuable resource to identify OWBM genes involved in development modulation and diapause.

## Methods

### Ethics Statement

The cocoons of OWBM used in this study were originally collected from Wuzhi, Henan province, China. The field studies did not involve endangered or protected species. No specific permits were required for the described field collections, and the location is not protected in any way. OWBM is common agricultural pest and is not included in the “List of Protected Animals in China”.

### Insects

The cocoons of OWBM were originally collected during March 2011 and reared at 20°C and 70±10% relative humidity. The third instar larvae, pupae and adults were collected, respectively. Finally, these samples were frozen at −80°C until use.

For the DGE experiments, NDOL were collected from fields in late May in Wuzhi, and reared under 4°C condition for three months in laboratory to break diapause. DOL were directly collected from the same locality in August. Before collection, all freshly samples were transported to the laboratory and maintained three days at 20°C and 16∶8 h light:dark photoperiod. Both DOL and NDOL samples were frozen in liquid nitrogen and stored at −80°C until further analysis.

### RNA Isolation and Library Preparation for Transcriptome Analysis

Total RNA was extracted using standard protocols (Trizol; Invitrogen, Carlsbad, CA, USA) after powdering the tissues in liquid nitrogen. Pooled RNA sample from different developmental stages (cocoon, third instar larvae, pupae and adults) were used for transcriptome analysis. RNA integrity was confirmed using the 2100 Bioanalyzer (Agilent Technologies) with a minimum RNA integration value of 6. Samples for transcriptome analysis were prepared using the ScriptSeq™ mRNA-seq Library Preparation Kit (Illumina, San Diego, CA USA) following the manufacturer’s recommendations. Briefly, mRNA was purified from 6 µg total RNA using oligo(dT) magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperatures and the cleaved RNA fragments were then used for first strand cDNA synthesis using reverse transcriptase and random hexamer-primers. This was followed by second-strand cDNA synthesis using buffer, dNTPs, DNA polymerase I and RNaseH. Short fragments were purified with a QiaQuick PCR extraction kit (Qiagen). These fragments were washed with EB buffer for end repair and adding poly (A), and then ligated to sequencing adapters. Approximately 200 bp fragments, as judged by agarose gel electrophoresis, were selected as templates for PCR amplification. The cDNA library was sequenced on Illumina HiSeq™ 2000 using paired-end technology in a single run. The data sets are available at the NCBI Short Read Archieve (SRA) with the accession number: SRX252524.

### Analysis of Illumina Sequencing Results

De novo assembly of the transcriptome was carried out with the short reads assembling program – Trinity [16]. Reads with certain length of overlap were combined to form longer fragments, called contigs. Then the reads were mapped back to contigs to detect contigs from the same transcript as well as the distances between these contigs. The contigs were then connected to obtain sequences that could not be extended on either ends. Such sequences were defined as unigenes. In the final step, Blastx comparisons (E-value <10–5) were performed between unigenes and proteins in databases such as NCBI nr, Swiss-Prot, KEGG and COG, and the best results were used to decide sequence direction of unigenes. If conflicting results were obtained from different databases priority was given in the order of NCBI nr, Swiss-Prot, KEGG and COG before deciding sequence direction of unigenes. When a unigene did not align to any protein in the above databases, the ESTScan software [17] was used to decide its sequence direction. This Transcriptome Shotgun Assembly project has been deposited at DDBJ/EMBL/GenBank under the accession GAKJ00000000. The version described in this paper is the first version, GAKJ01000000.

### Digital Gene Expression Library Preparation and Sequencing

Total RNA was extracted separately from DOL and NDOL using Trizol Reagent following manufacturer’s instructions. Approximately 10 µg RNA from each sample was used to construct individual DGE libraries. mRNA was isolated as described under cDNA library construction. The cDNA fragments were purified by agarose gel electrophoresis and enriched by PCR amplification. Each library had an insert size of 200 bp, and 42–50 bp sequences were generated by Illumina HiSeq 2000 in a single run using paired-end technology. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE48156 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc = GSE48156).

### Analysis and Mapping of DGE Tags

The original image data were transferred into sequence data by base calling and was defined as raw data. To obtain clean reads, all dirty raw reads were removed before data analysis. Dirty raw reads were defined as (1) reads with adaptors, (2) reads with more than 10% unknown bases and (3) low quality reads with more than 50% low quality bases with quality value ≤5. Clean reads were mapped to reference sequences (unigenes from transcriptome data of different developmental stages) using SOAPaligner/soap2 [18]. No more than two base mismatches were allowed in the alignment. The gene expression level was calculated using the RPKM method (Reads Per kb per Million reads) [19]. If there were more than one transcript for a gene, the longest one was then used to calculate its expression level and coverage. To identify differentially expressed genes between two samples, the false discovery rate (FDR) method was used to determine the threshold of P-value in multiple tests [20]. The significance of gene expression difference was judged using a threshold FDR ≤0.001 and an absolute value of log2 Ratio ≥1. The genes that were expressed at different levels across samples were further annotated by GO functional analysis and KEGG pathway analysis.

### Quantitative Real-time PCR (qRT-PCR) Validation

Quantitative RT-PCR technique was used to verify deep sequencing results of DOL and NDOL samples. In addition, total RNA of OWBM at different development stages was extracted separately, and 1 µg total RNA from each sample was reverse-transcribed in a 20 µl reaction to generate the first-strand cDNA using the PrimeScript RT reagent Kit with gDNA Eraser (TaKaRa). Development stages included the cocoon, larvae, pre-pupae, early-pupae, mid-pupae, post-pupae, adult females and adult males. All primers designed for real-time PCR analyses are listed in Table S9 in File S1. Real-time PCR was carried out using SYBR Premix Ex Taq II (Tli RNaseH Plus) (TaKaRa) according to the manufacturer’s instructions in the StepOne Plus Real-time PCR system (Applied Biosystems) using the following cycling conditions: 30 s at 95°C followed by 40 cycles of 95°C for 5s and 60°C for 30 s. Specificity of the primers was confirmed by reverse transcription PCR (RT-PCR) (data not shown) and melting curve analysis. All reactions were carried out in triplicate, and the average C_t_ value was used to quantify the relative copy number. All results were normalized against the expression level of the OWBM 18srRNA gene. Relative expression levels across samples were measured based on the 2^−ΔΔCt^ method [21].

## Results

### Sequencing and Assembly

To obtain a global transcriptome of the entire OWBM life cycle, a cDNA sample was prepared from larvae, pupae and adults followed by high throughput RNA-seq. A total of 51,212,118 clean reads (accumulated length of 4,609,090,620 bp) were generated by the Illumina HiSeq™ 2000 sequencing. These reads were assembled into 89,117 contigs with a mean length of 421 bp and N50 of 909 bp (i.e. 50% of the total assembled sequence was present in contigs of this length or longer). After connecting the contigs using Trinity, we obtained 45,713 unigenes with a mean length of 854 bp and N50 of 1,538 bp, including 487 clusters and 45, 226 singletons. The size distribution indicated that the lengths of the 11,304 unigenes were more than 1000 bp (24.73% of all unigenes) (Figure 1).

**Figure 1:**
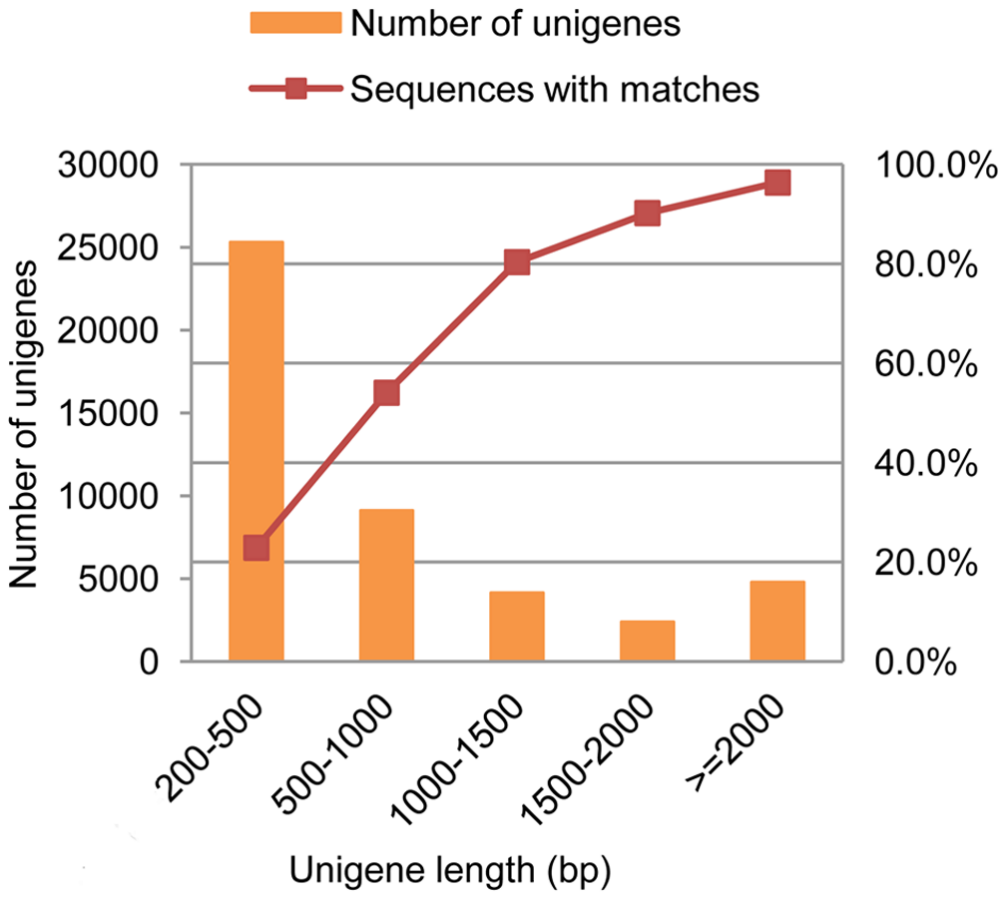
Unigene size distribution and proportion of sequences with matches. All unigenes sizes were calculated.

### Annotation of Predicted Proteins

To annotate the unigenes, we first compared our OWBM reference sequences against the NCBI non-redundant (nr) protein database using Blastx with a cut-off E-value of 10^−5^. A total of 20,802 (45.5% of all distinct sequences) unigenes resulted from the search (Table S1 in File S1). Figure 1 indicates that the proportion of sequences with matches in nr databases is greater among the longer unigenes. More than 80% match efficiency was observed for sequences longer than 1, 000 bp while the match efficiency was only 22.9% for those ranging from 200 to 500 bp. The E-value distribution of the top hits with 50.5% of homologous unigenes ranged between 1.0E-5 to 1.0E-50, whereas 49.5% had strong homology (smaller than 1.0E-50) (Figure 2A).

**Figure 2:**
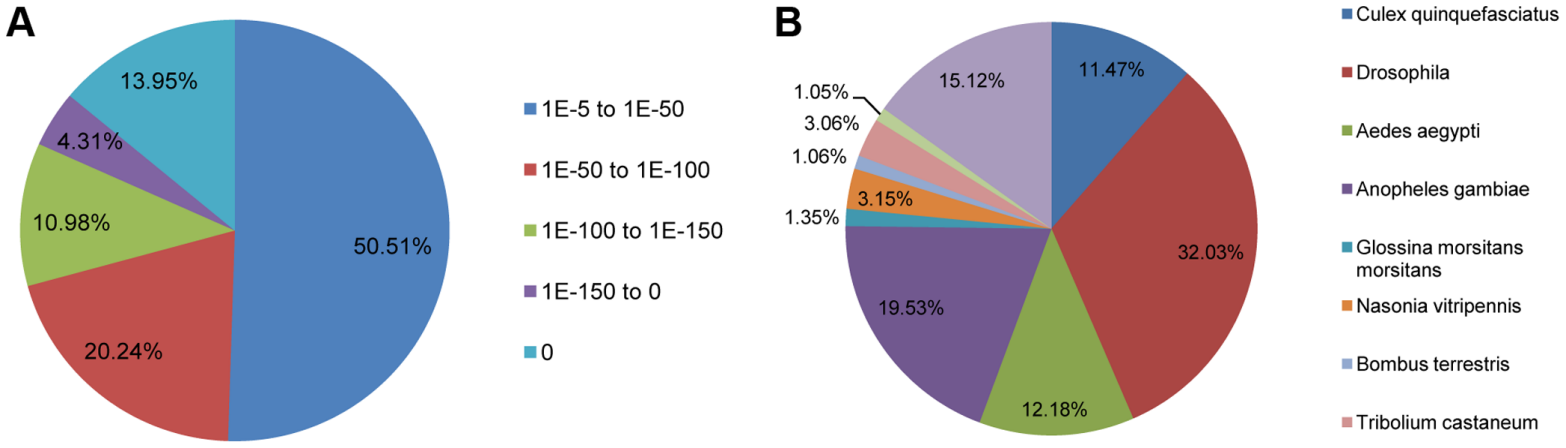
Analysis of Illumina sequences in the NCBI nr database. A. E-value distribution; B. Species distribution.

Species distribution of the best match for each sequence is shown in Figure 2B. The *S. mosellana* sequences showed 32.03% matches with Drosophila spp sequences followed by *Anopheles gambiae* (19.53%), *Aedes aegypti* (12.18%), and *Culex quinquefasciatus* (11.47%).

### Gene Ontology (GO), Clusters of Orthologous Groups (COG) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Ontology (KO) Classification

We used GO and KO assignments to classify functions for the predicted *S. mosellana* unigenes. Among the 20,802 unigenes, approximately 31.94% could be annotated in GO, and 72.18% could be annotated in KO based on sequence homology (Table S2 and Table S3 in File S1). Among the three main categories (biological process, cellular component and molecular function) of the GO classification, ‘cellular process’, ‘cell and cell part’, and ‘binding and catalytic activity’ terms were predominant in each category, respectively (Figure 3).

**Figure 3:**
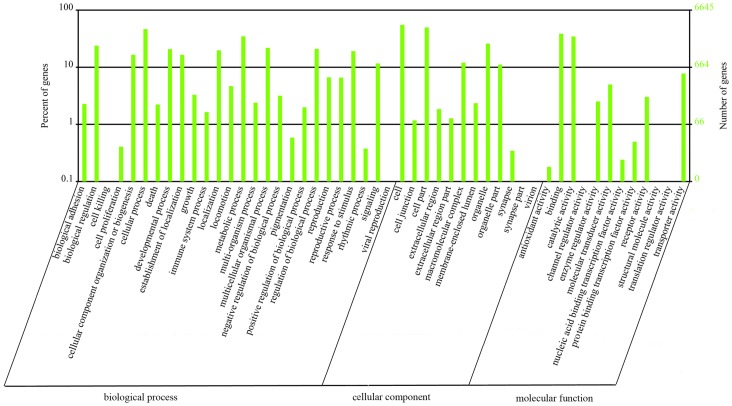
GO categories of the unigenes. Unigenes were annotated into three categories: biological process, cellular component and molecular function.

To further evaluate our transcriptome library and the effectiveness of our annotation process, we searched the annotated sequences for the genes involved in COG classifications. From a total of 20,802 nr hits 7,974 sequences had a COG classification (Figure 4). Among the 25 COG categories, the cluster for ‘general function prediction’ represented the largest group (3322, 19.87%) followed by ‘translation, ribosomal structure and biogenesis’ (1419, 8.49%), ‘transcription’ (1332, 7.97%) and ‘replication, recombination and repair’ (1238, 7.41%). The following categories: RNA processing and modification (81, 0.48%), extracellular structures (22, 0.13%) and nuclear structure (3, 0.02%), represented the smallest groups (Figure 4).

**Figure 4:**
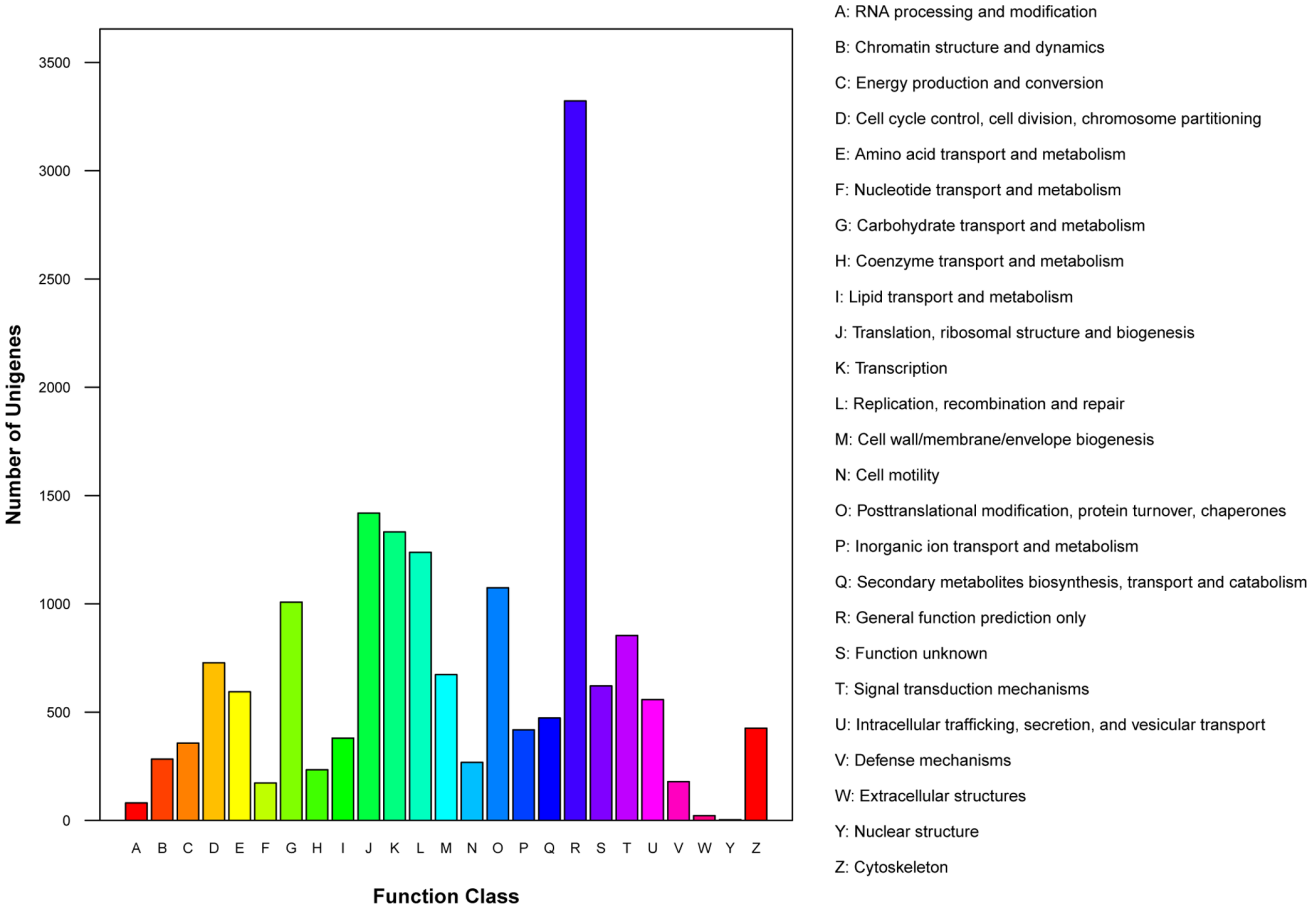
Classification of COG for the *Sitodiplosis mosellana* transcriptome. 7,974 unigenes (34.96% of the total) were annotated and divided into 25 specific categories.

In total 15,014 unigenes were annotated to KEGG. About 242 pathways were obtained including ‘insulin signaling pathway’ (263 members), ‘steroid hormone biosynthesis’ (91 members), ‘TGF-beta signaling pathway’ (114 members) and ‘endocrine and other factor-regulated calcium reabsorption’ (74 members).

### Digital Gene Expression (DGE) Library Sequencing

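Digital gene expression (DGE) profiling counts the short reads of an mRNA library that map to each unigene. The NDOL library came from larvae that were collected in late May and chilled at 4 °C for 3 months in the laboratory. The DOL library came from larvae in diapause that were taken from the field in August and had not been chilled. Chilling therefore cannot be separated from the month of collection or from laboratory against field conditions. According to the methods, larvae of both groups were held at 20 °C under 16 h light and 8 h dark for 3 days. Each condition was sequenced as 1 library, so that no difference between NDOL and DOL had a replicate check. The authors removed low-quality reads, mapped the rest to the de novo assembled unigenes with at most 2 mismatches, and deposited for each unigene the number of uniquely mapped reads, its length, the percentage of its length covered by reads, and the RPKM (reads scaled to the length of the unigene and to the total reads of the library). Reads that mapped to more than one unigene are not in these counts, so the values of near-identical unigenes are uncertain. The deposited counts added up to 4.72 M reads in NDOL and 4.24 M in DOL. These totals were 64.2% and 58.3% of the clean reads that the paper reports, and the deposited RPKM was computed with them. The smallest amount the depth could show, taken as 3 reads, was 6.35e-05% of the reads in NDOL and 7.07e-05% in DOL. The log2 Ratio (NDOL/DOL) was taken from the deposited RPKM, with an RPKM of 0 replaced by 0.001. The reads of each unigene in the 2 libraries were compared by a two-sided exact binomial test with Benjamini-Hochberg adjustment (FDR) over the 40247 unigenes with at least 1 read, and this test compares the 2 libraries, not the conditions. The log2 Ratios are given with 95% Clopper-Pearson intervals, which cover counting error only, since PCR reads without molecular identifiers are not independent molecules. In DOL, 8.32% of the reads came from the 2 most abundant unigenes, against 2.25% in NDOL, and a library-size adjustment by edgeR's TMM method moved the log2 Ratio of every unigene with reads in both libraries by the same amount, -0.34.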

We sequenced two DGE libraries: NDOL which experienced a low temperature and DOL which was not exposed to low temperature. The two libraries generated 7.39 and 7.29 million raw tags, respectively. After removing low quality reads, the total number of tags in NDOL and DOL were 7.36 and 7.27 million, respectively. The number of distinctly aligned tags was similar between each library. 

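At least 1 uniquely mapped read was counted on 38647 unigenes in NDOL and on 36988 in DOL. Both libraries had reads on 35388 unigenes, while 3259 had reads only in NDOL and 1600 only in DOL. The median number of reads per detected unigene was 14 in NDOL and 11 in DOL. With the NDOL reads thinned to the DOL total, 38272 unigenes were expected to be detected in NDOL.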

Among these clean reads, 6 million (81.5%) and 5.4 million (73.8%), were mapped to OWBM unigenes. The percentage of clean tags among the raw tags in NDOL and DOL were 99.67 and 99.66%, reflecting the high quality of sequencing (Figure S1 A in File S1). To evaluate the DGE data, we analyzed the distribution of the expression of all unique reads (Figure S1 B in File S1). 

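More than 100 uniquely mapped reads were counted on 6414 of the 38647 unigenes detected in NDOL, or 16.6% (95% Wilson interval 16.2% to 17.0%). In DOL the number was 5071 of 36988, or 13.7% (13.4% to 14.1%). The largest count on a single unigene was 60334 reads in NDOL and 216799 reads in DOL. With the NDOL reads thinned to the DOL total, the share in NDOL was 15.4%.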

Among the unique reads in each library, percentages of the highly expressed genes, i.e., genes with more than 100 copy numbers, were greater than 13%. In contrast, genes with a low level of expression, i.e., genes with less than five copy numbers, showed a broad distribution of distinct clean tags in each library (above 31%) and their distribution was also consistent between the two libraries.

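Fewer than 5 uniquely mapped reads were counted on 10182 of the unigenes detected in NDOL, or 26.3% (95% Wilson interval 25.9% to 26.8%). In DOL they were counted on 11521, or 31.1% (30.7% to 31.6%). When unigenes with exactly 5 reads were included, the shares were 30.4% in NDOL and 35.4% in DOL. With the NDOL reads thinned to the DOL total, the share with fewer than 5 reads in NDOL was 27.9%.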

To confirm whether the number of detected genes increased proportional to the numbers sequenced (total tag number), a saturation analysis was performed. There was an initial steep increase in the number of *S. mosellana* transcripts discovered with increase in read numbers. 

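The number of unigenes expected in a smaller sample of the reads was computed from the deposited counts of uniquely mapped reads. With 10% of the reads, 25822 unigenes were expected in NDOL and 23275 in DOL. With 50% of the reads the numbers were 35806 and 33667, and with 90% they were 38280 and 36547. The last 10% of the reads added 367 unigenes in NDOL (0.95% of those detected) and 441 in DOL (1.19%). Within this last part, each further 1000 reads added 0.777 unigenes in NDOL and 1.04 in DOL, so that the number still rose slightly at the full depth of both libraries.

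**Figure D1:**
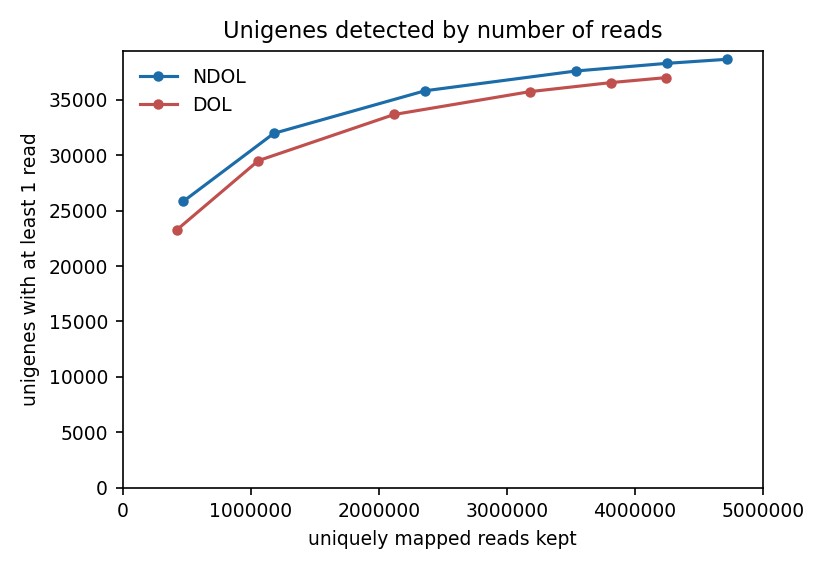
Expected number of unigenes with at least 1 read (vertical axis) against the number of uniquely mapped reads kept (horizontal axis), with 1 line for each library. Both lines flatten, and between 90% and 100% of the reads NDOL rises from 38280 to 38647 unigenes and DOL from 36547 to 36988.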

Slope of the curve showed a saturation trend where the number of detected genes almost ceased to increase. The numbers of reads at this time reached 6 million (Figure S2 in File S1). In this study, the total number of tags in each library was above 7.29 million, implying that our sequencing depth captured most of the *S. mosellana* transcripts.

About 19.4 and 14.9% of genes had 90–100% coverage in NDOL and DOL, respectively. 

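Reads covered at least 90% of the length of 7500 unigenes in NDOL, or 19.4% of the detected unigenes (95% Wilson interval 19.0% to 19.8%). In DOL this was reached by 5510 unigenes, or 14.9% (14.5% to 15.3%). Coverage was taken as deposited by the authors, and unigenes without any read were left out. Out of all 45713 unigenes of the assembly the shares were 16.4% and 12.1%.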

Fewer than 5.1% of the genes had 0–10% coverage and the distribution of genes with more than 50% coverage was 64.0% in NDOL and 57.1% in DOL (Figure S1 C in File S1).

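Coverage below 10% was found for 1957 unigenes in NDOL, or 5.06% of the detected unigenes (95% Wilson interval 4.85% to 5.29%), and for 2056 in DOL, or 5.56% (5.33% to 5.80%). Coverage above 50% was found for 24729 unigenes in NDOL, or 64.0% (63.5% to 64.5%), and for 21117 in DOL, or 57.1% (56.6% to 57.6%).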

### Comparison of Gene Expression Profile among the Different Development Stages

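Of the 40247 unigenes with at least 1 read in either library, 25404 had the higher RPKM in NDOL and 14843 the lower. These are counts of directions in the deposited RPKM without any test. Fewer than 10 reads over both libraries were counted on 13178 of these unigenes, of which 7392 were higher and 5786 lower in NDOL. With TMM-adjusted library sizes, the setting that moved the division between directions most, 20573 unigenes were higher in NDOL and 19674 lower.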

Based on the threshold level of significant differences in gene expression, 25,404 unigenes were up-regulated and 14,843 were down-regulated. Further, significance of the differences in gene expression was judged by the threshold of false discovery rate (FDR ≤0.001) and the absolute value of log2 Ratio (≥1). 

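With the threshold of an FDR of 0.001 or less and an absolute log2 Ratio of 1 or more, 1878 unigenes were up-regulated and 1090 down-regulated in NDOL compared to DOL, 2968 in all. The up-regulated unigenes had a median length of 966 bp and a median log2 Ratio of 1.56. The down-regulated unigenes had a median length of 366 bp and a median log2 Ratio of -1.61. No read was found in DOL for 44 of the up-regulated unigenes, and none in NDOL for 18 of the down-regulated ones. A further 1383 unigenes that were higher and 499 that were lower in NDOL passed the FDR threshold with a smaller log2 Ratio. The test allows for counting error only, without variation between larvae or libraries. When edgeR's exact test was run with an assumed biological coefficient of variation of 0.4, the alternative that moved the counts most, 6 unigenes were up-regulated and 0 down-regulated. With TMM-adjusted library sizes, 886 unigenes were up-regulated and 1629 down-regulated. Among unigenes with at least 1 read in each library and 100 or more over both, the largest rises were those of Unigene26099 (102 reads in NDOL and 1 in DOL, log2 Ratio 6.52), Unigene44982 (390 and 4, log2 Ratio 6.45) and Unigene31917 (1350 and 19, log2 Ratio 6.00). The largest falls were those of Unigene28084 (16 and 626, log2 Ratio -5.45), Unigene45207 (3 and 116, log2 Ratio -5.43) and Unigene9346 (17 and 575, log2 Ratio -5.24).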

The results revealed 3,005 genes with significant differential expression between NDOL and DOL, with 1,893 up-regulated and 1,112 genes down-regulated in NDOL compared to DOL (Figure 5, Table S4 in File S1).

**Figure 5:**
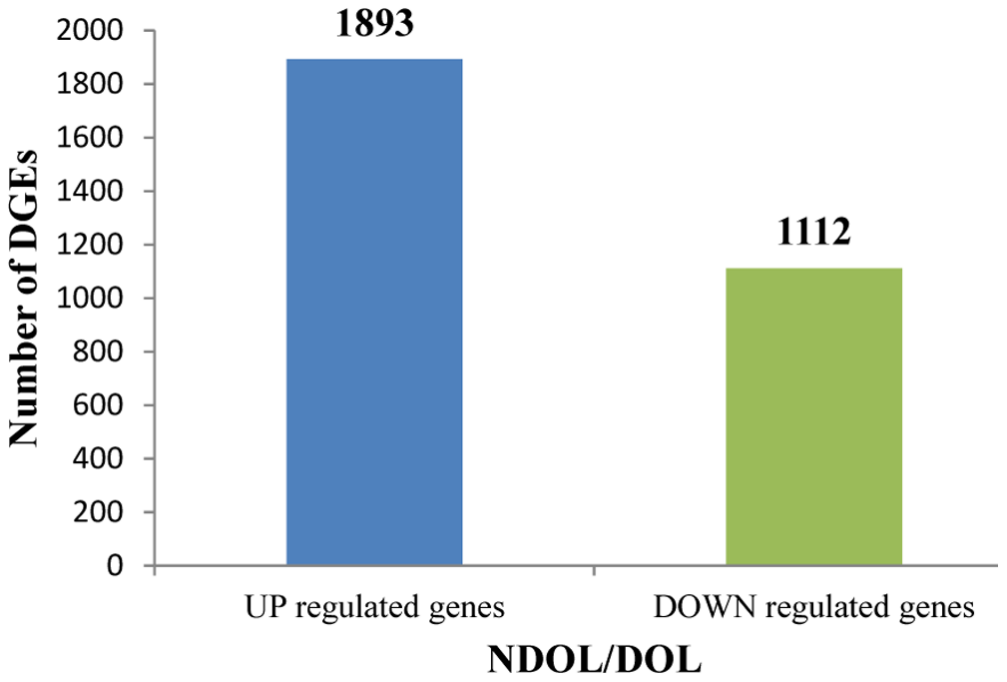
Differences in gene expression profile between the DOL and NDOL. ‘DGEs’ indicate unigenes with FDR ≤0.001 and an absolute value of log2Ratio ≥1. Numbers of genes up-regulated and down-regulated in the NDOL compared to DOL are indicated above the blue or green bars, respectively.

Of the ten most differentially up-regulated genes only three had defined functions that matched the genes encoding guanylyl cyclase receptor of *C. quinquefasciatus* (XP_001845718), disulfide isomerase of *C. quinquefasciatus* (XP_001847538), and cytochrome P450 of *A. aegypti* (XP_001659149). One gene was homologous to a *Nasonia vitripennis* gene (XP_001602000) of unknown function (Table S5 in File S1). 

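The log2 Ratios of the 10 up-regulated unigenes in Table S5 ranged from 2.40 to 3.95. Unigene6025, matched to the guanylyl cyclase receptor, had 16491 reads in NDOL and 956 in DOL (RPKM 4967 and 321, log2 Ratio 3.95, 95% interval 3.86 to 4.05). Unigene18858, matched to disulfide isomerase, had 20796 and 2657 reads (RPKM 1675 and 238, log2 Ratio 2.81, 2.75 to 2.87). Unigene17044, matched to cytochrome P450, had 483 and 82 reads (RPKM 45.6 and 8.62, log2 Ratio 2.40, 2.06 to 2.76). The unigene that Table S4 matches to the cited *N. vitripennis* protein is Unigene41297, 423 bp long, with 45 reads in NDOL and 0 in DOL (FDR 1.33e-11, exact binomial test). Its log2 Ratio was 14.46 with the RPKM of 0 replaced by 0.001, and 6.35 with 0.5 reads added to each count. All 10 unigenes of Table S5 stayed above a log2 Ratio of 1 with TMM-adjusted library sizes.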

Six other genes also had no known functions or annotations.

One of the ten most differentially down-regulated genes had defined functions that matched the gene encoding hexamerin 2 beta and six other genes showed homology with genes in the NCBI nr database. Three genes could not be annotated (Table S5 in File S1).

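The log2 Ratios of the 10 down-regulated unigenes in Table S5 ranged from -5.02 to -2.15. Unigene16466, matched to hexamerin 2 beta, had 1326 reads in NDOL and 5271 in DOL (RPKM 117 and 520, log2 Ratio -2.15, 95% interval -2.23 to -2.06), with 40.4% of its length covered by reads in both libraries. The largest fall was that of Unigene44533, 285 bp long, with 58 reads in NDOL and 1695 in DOL (log2 Ratio -5.02, -5.43 to -4.65). The unigenes with the most reads were Unigene19024 (13233 reads in NDOL and 216799 in DOL, log2 Ratio -4.19) and Unigene18985 (8899 and 135956, log2 Ratio -4.09). Together these made up 8.32% of all DOL reads and 0.469% of the NDOL reads.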

According to the GO classification, most of the gene sets demonstrated up-regulated expression in the NDOL library, and these genes correlated to metabolic process and catabolic process (Table S6 in File S1). 

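Table S2 was used here as far as given, with 1999 unigenes that carry a GO term, of which 1658 had reads. Among these, 75 were up-regulated and 97 down-regulated in NDOL at an FDR of 0.001 or less and an absolute log2 Ratio of 1 or more (exact binomial test with Benjamini-Hochberg adjustment over all unigenes). The RPKM was higher in NDOL for 990 of them and lower for 668. The division of the paper's genes over GO terms in Table S6 covers unigenes that were not analysed here.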

Considering the Molecular Function category, most genes were addressed to hydrolase activity (181/64 up- and down-regulation comparing DNOL and DOL, respecitvely) and nucleotide binding (105/68 up- and down-regulation comparing DNOL and DOL, respectively). The groups with much fewer terms (only 6 protein annotated) include mannosidase activity and O-acyltransferase activity.

To explore the biological function of the significantly differentially expressed genes, all 3,005 genes were mapped to the KEGG database. These were involved in important pathways such as proteasome, ribosome and protein processing in the endoplasmic reticulum. There were also 1,300 unigenes mapped to 206 pathways. In the KO classification, 12 gene sets were significantly enriched, and the expressions of 255 and 189 genes were found up- and down-regulated, respectively. 

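The unigenes named proteasome were taken from Table S1 as far as given, which is not sorted by expression. The 9 unigenes had a median log2 Ratio of 1.69 (95% interval of the median, from order statistics, -1.43 to 1.81). Their median lay at percentile 99.99 of the medians of 10000 random lists of the same size matched on mean RPKM, which describes these libraries and not the conditions. Higher RPKM in NDOL was found for 7 of the 9, with 6 past the threshold (FDR of 0.001 or less and absolute log2 Ratio of 1 or more). The log2 Ratios of these 7 lay between 1.17 and 1.99, and their best protein matches were not hymenopteran. The other 2, with a median length of 288 bp and hymenopteran best matches, were lower in NDOL, at log2 Ratios of -1.43 and -2.01, and 1 was past the threshold. The directions of all 9 were the same with TMM-adjusted library sizes.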

In the proteasome pathway category, 35 genes were significantly up-regulated and only 2 were down-regulated. In the cell cycle pathway category, 32 genes were significantly up-regulated and only 6 were down-regulated. In addition, our results indicated that all of the genes (63 genes) involved in ribosome pathway were down-regulated (Table S6 in File S1).

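The KEGG membership of the unigenes in this category was not analysed here, and unigenes with a cell cycle name (cyclin, cell division, cell cycle, mitotic, DNA replication or DNA polymerase) in Table S1 as far as given were used. The 13 unigenes had a median log2 Ratio of 0.79 (95% interval of the median -0.78 to 1.14), at percentile 90.3 of 10000 random lists matched on mean RPKM. The RPKM was higher in NDOL for 10 and lower for 3. Of the 13, 2 were up-regulated and 0 down-regulated at the threshold.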

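In Table S1 as far as given, 60 unigenes named ribosomal protein had reads. Their median log2 Ratio was -1.19 (95% interval of the median -1.27 to -1.08). As a description of these libraries, it lay below the medians of all 10000 random lists of the same size matched on mean RPKM. The median counts each unigene alike. By summed reads the 60 unigenes were slightly higher in NDOL, with 1.07% of the NDOL reads and 0.979% of the DOL reads. Of the 60, 41 were down-regulated and 0 up-regulated at the threshold (FDR of 0.001 or less, exact binomial test, and absolute log2 Ratio of 1 or more). Lower RPKM in NDOL was found for 45 unigenes, with log2 Ratios between -1.70 and -0.95, between 115 and 3284 reads over both libraries and a median length of 314 bp. All 45 had a hymenopteran best protein match, to *N. vitripennis* or *Pteromalus puparum*. Higher RPKM in NDOL was found for 15 unigenes. Of these, 9 had between 1 and 4 reads in NDOL and none in DOL. The other 6 had log2 Ratios between 0.31 and 0.89, between 226 and 17412 reads and a median length of 827 bp, and 1 of them had a hymenopteran best match. After TMM adjustment the median of the 60 was -1.53, and the log2 Ratio of the least raised of these 6 unigenes turned negative.

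**Figure D2:**
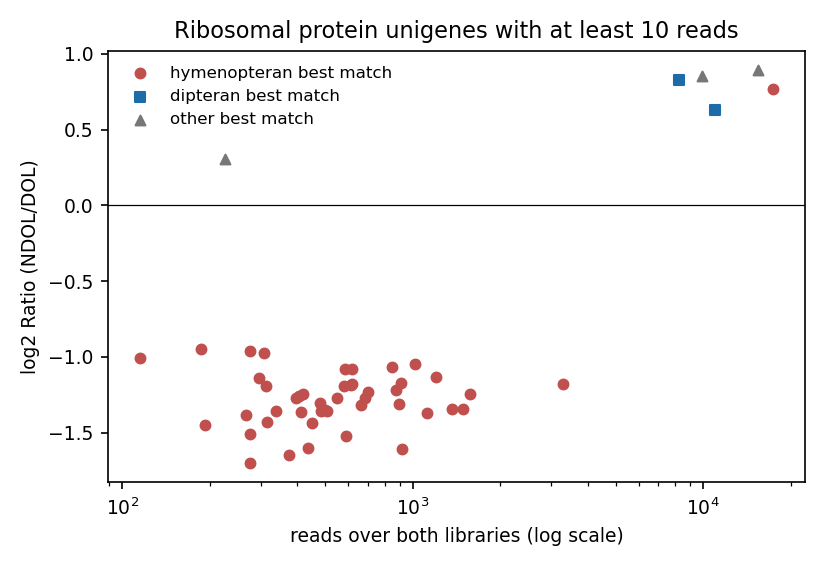
log2 Ratio (NDOL/DOL, vertical axis) of ribosomal protein unigenes with at least 10 reads against their reads over both libraries (horizontal axis, log scale), with 1 point for each unigene, coloured by the taxon of its best protein match. The 45 unigenes below 0 lie between -1.70 and -0.95 and all have a hymenopteran best match, and the 6 above 0 lie between 0.31 and 0.89 (the lowest of them falls below 0 with TMM-adjusted library sizes).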

### Heat Shock Protein (Hsp) Expression

The up-regulation of Hsps appears to be common to diapausing dipterans. We identified 43 Hsp unigenes in the *S. mosellana* transcriptome. Among them, five were similar to small heat shock proteins (sHsps) and four sHsps (Unigene11947, Unigene17774, Unigene18840, Unigene19156) appeared to be complete sequences. Only eleven unigenes (Hsp1–11) with significant differences in gene expression between NDOL and DOL were identified and all were down-regulated in NDOL compared to DOL (Figure 6, Table S7 in File S1).

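All 11 unigenes of Table S7 had lower RPKM in NDOL than in DOL and were past the threshold, with log2 Ratios between -2.62 and -1.03 and a median of -1.42 (95% interval of the median -2.33 to -1.03). The median lay at percentile 0.010 of 10000 random lists of the same size matched on mean RPKM, a position that follows from the choice of these unigenes, since Table S7 lists those that differed. The largest fall was that of Hsp4 (Unigene8255), with 104 reads in NDOL and 576 in DOL (RPKM 88.4 and 545, log2 Ratio -2.62, 95% interval -2.94 to -2.32, FDR 2.13e-89). Hsp10 (Unigene36913) had 295 and 1335 reads (RPKM 72.3 and 364, log2 Ratio -2.33, -2.52 to -2.15, FDR 1.17e-180). The smallest falls were those of Hsp1 (Unigene2829), with 53 and 97 reads (log2 Ratio -1.03, -1.54 to -0.53, FDR 2.63e-04), and Hsp7 (Unigene26383), with 97 and 178 reads (log2 Ratio -1.03, -1.40 to -0.67, FDR 1.42e-07). The intervals of 6 of the 11 unigenes, these 2 included, reached below an absolute log2 Ratio of 1. Hsp11 (Unigene41298) rested on 10 and 35 reads. Over the 11 unigenes, 1157 reads were counted in NDOL and 3742 in DOL. The unigenes were between 234 and 864 bp long, and 10 of the 11 had a hymenopteran best protein match. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, the 11 unigenes were not past the threshold. With 1 library per condition, changes of this size could hardly pass at that setting.

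**Figure D3:**
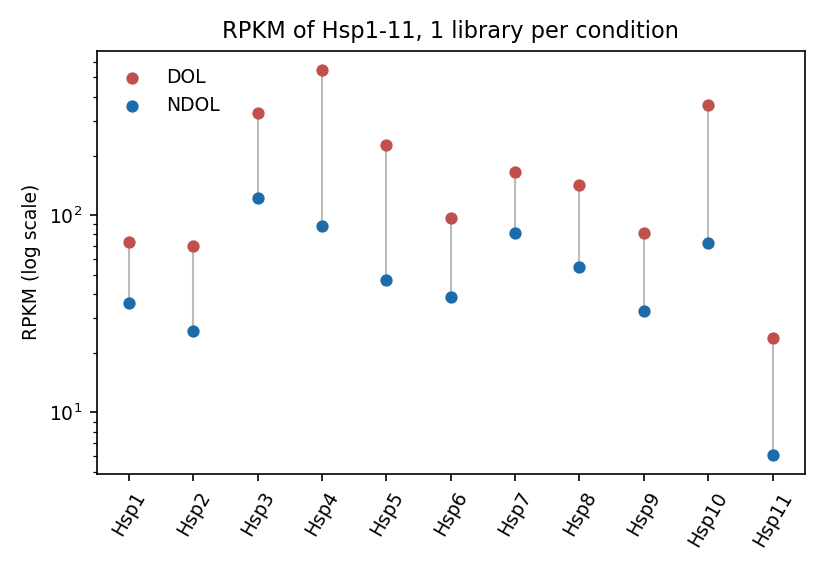
RPKM (vertical axis, log scale) of Hsp1 to Hsp11 in DOL and NDOL, 1 library each, with a grey line joining the values of a unigene. Each of the 11 unigenes has the lower RPKM in NDOL, with values from 6.12 to 122 in NDOL and from 23.9 to 545 in DOL.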

**Figure 6:**
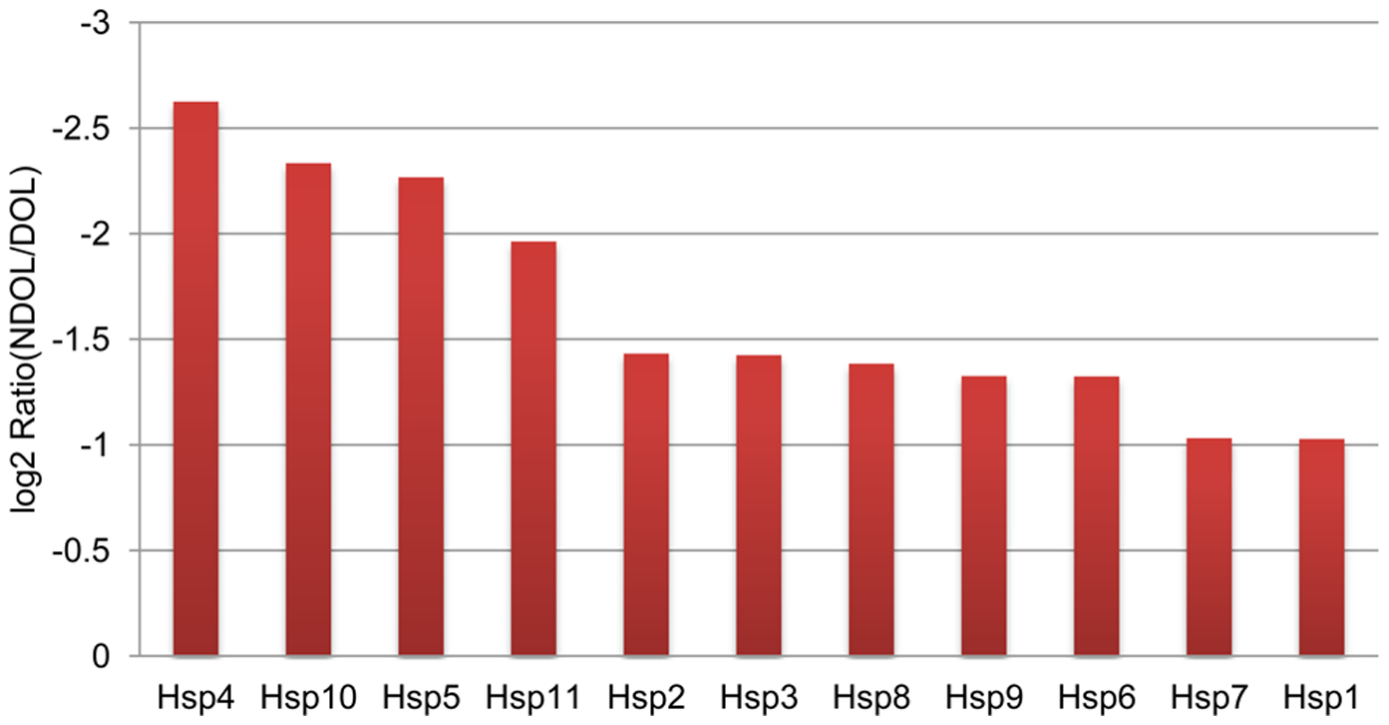
Expression profiling of the *S. mosellana* HSPs genes in DOL and NDOL.

### Metabolic Enzyme Gene Expression

We then focused on the genes related to diapause. 

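SDH2a (Unigene8830) had 166 reads in NDOL and 437 in DOL, an RPKM of 25.9 and 76.0 (log2 Ratio -1.55, 95% interval -1.82 to -1.29, FDR 4.72e-34 from the exact binomial test). SDH2b (Unigene8831) had 152 and 572 reads, an RPKM of 23.7 and 99.5 (log2 Ratio -2.07, -2.34 to -1.81, FDR 2.36e-66). Both unigenes were 1356 bp long and had reads over 63.4% of their length in DOL. Reads shared by the 2 unigenes are not in the counts of uniquely mapped reads, so the division of reads between them is uncertain. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, neither passed the FDR threshold, which changes of this size could hardly pass with 1 library per condition.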

In OWBM, the relative levels of transcripts of two genes coding for NAD-sorbitol dehydrogenase (SDH)2 (SDH2a and SDH2b), which are important in carbohydrate metabolism coverting sorbitol into fructose, were significantly lower in NDOL than DOL. Sequence alignments and phylogenetic analysis showed that SDH genes of OWBM shared high sequence identity with homologs from other dipetrans (Figure 7, Figure S3 in File S1). 

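TREH1 (Unigene6351) had 210 reads in NDOL and 73 in DOL, an RPKM of 14.0 and 5.41 (log2 Ratio 1.37, 95% interval 0.98 to 1.77, FDR 4.06e-12 from the exact binomial test). TREH2 (Unigene7576) had 14 and 18 reads, an RPKM of 2.10 and 3.00 (log2 Ratio -0.52, -1.64 to 0.57, FDR 0.788). A difference in TREH2 was not detectable at this depth. With TMM-adjusted library sizes the log2 Ratio of TREH1 was 1.03.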

There were two unigenes (Unigene6351 and Unigene7576) encoding proteins (TREH1 and TREH2) with trehalase activity, which are important in the conversion of trehalose to glucose, also had differential expression pattern with the expression of TREH1 up-regulated in NDOL than DOL and expression of TREH2 down-regulated in NDOL than DOL. In addition, Glycogen phosphorylase (GP), which is important in glycogenolysis, was significantly lower in NDOL than DOL and fructose-bisphosphate aldolase (FBPA) was also down-regulated in NDOL than DOL. 

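GP (Unigene8309) had 142 reads in NDOL and 310 in DOL, an RPKM of 10.8 and 26.3 (log2 Ratio -1.28, 95% interval -1.58 to -0.99, FDR 3.52e-18 from the exact binomial test). FBPA (Unigene17374) had 237 and 498 reads, an RPKM of 36.7 and 85.8 (log2 Ratio -1.23, -1.46 to -1.0, FDR 3.79e-27). Uniquely mapped reads covered 16.3% of the length of FBPA in NDOL and 16.4% in DOL, so its value rests on a small part of the unigene.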

FBPA is an early step in the glycolysis pathway and the products of this pathway are ATP and pyruvic acid (PVA).

**Figure 7:**
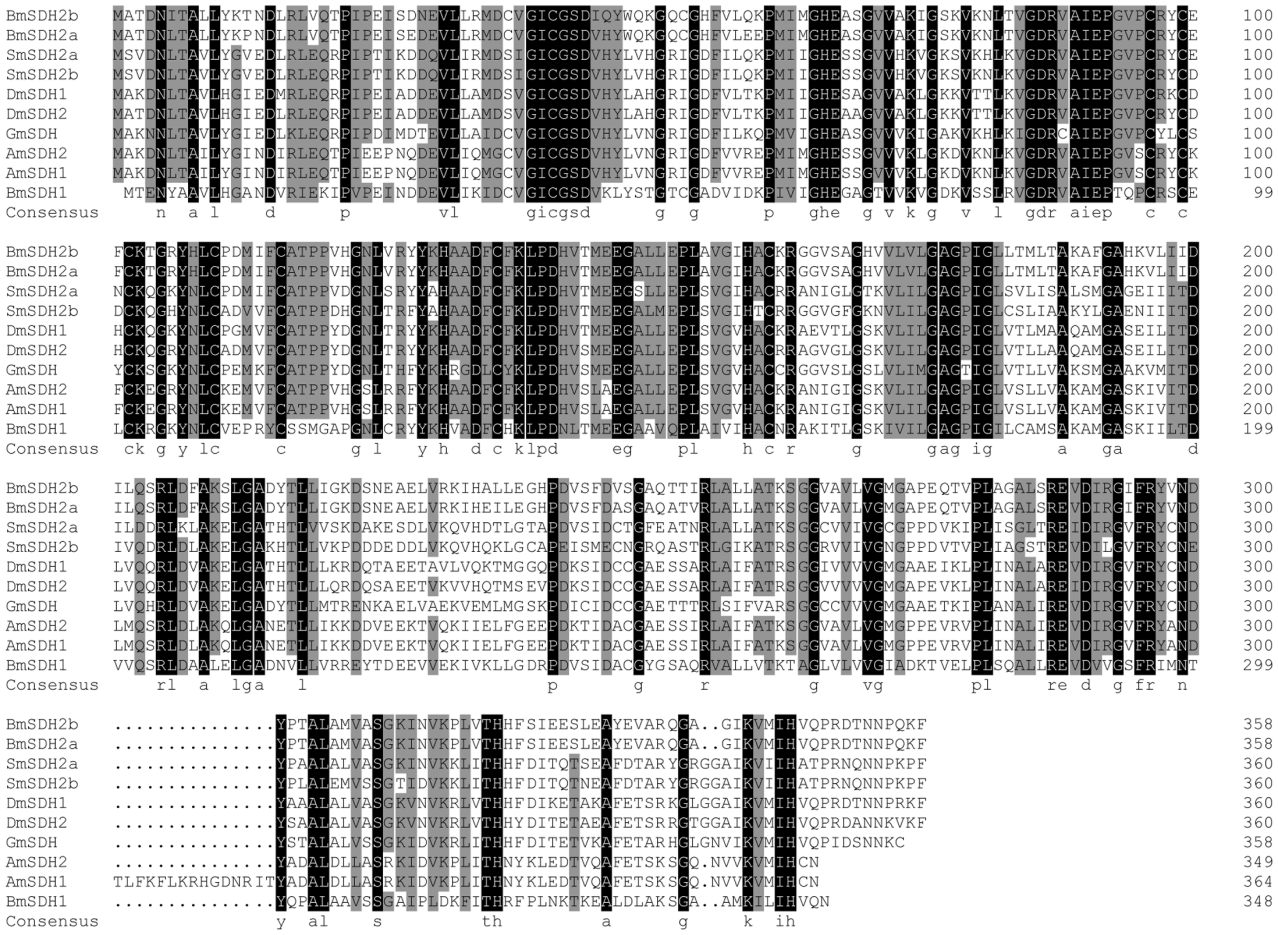
Sequence alignment of SDH genes. GenBank accession numbers of the sequences are: *Apis mellifera*, AmSDH1 (XP_003251602) and AmSDH2 (XP-392401), *Drosophila melanogaster*, DmSDH1 (NP_477348) and DmSDH2 (NP_524311), *Glossina morsitans morsitans*, GmSDH (ADD19424), *Bombyx mori*, BmSDH1 (D13371), BmSDH2a (AB164059) and BmSDH2b (AB604175).

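JHEH (Unigene8661) had 1319 reads in NDOL and 2516 in DOL, an RPKM of 160 and 339 (log2 Ratio -1.09, 95% interval -1.18 to -0.99, FDR 1.18e-112 from the exact binomial test). JHE (Unigene38983) had 6 and 27 reads, an RPKM of 1.70 and 8.50 (log2 Ratio -2.33, -3.89 to -1.02, FDR 8.24e-04). The interval of JHE was the widest among the 9 enzymes of Table S8.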

Juvenile hormone epoxide hydrolase (JHEHs) and juvenile hormone esterase (JHE) which were down-regulated in NDOL than DOL, both lead to suppression of JH signaling and response. 

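IDH (CL66.Contig1) had 673 reads in NDOL and 241 in DOL, an RPKM of 85.9 and 34.3 (log2 Ratio 1.33, 95% interval 1.11 to 1.54, FDR 1.48e-36 from the exact binomial test). With TMM-adjusted library sizes its log2 Ratio was 0.99, below the threshold of 1.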

Additionally, isocitrate dehydrogenase (IDH), which is important component of the tricarboxylic acid cycle (TCA cycle), was up-regulated in NDOL than DOL.

### qRT-PCR Analysis

To validate our deep sequencing data, nine differentially regulated *S. mosellana* genes were selected from diapause-related genes for qRT-PCR analysis. They were FBPA, GP, IDH, JHE, JHEH, SDH2a, SDH2b, TREH1, TREH2. 

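The DGE log2 Ratio had the same sign as the paper's qRT-PCR log2 Ratio (Table S8) for 8 of the 9 genes. For JHE the DGE log2 Ratio was -2.33 and the paper's qRT-PCR value is 3.32. The paper's qRT-PCR values are 1.06 for IDH and 3.65 for TREH1, where DGE gave 1.33 and 1.37. For SDH2a and SDH2b the paper's values are -0.09 and -0.67, where DGE gave -1.55 and -2.07, and for JHEH and GP they are -0.25 and -0.67, where DGE gave -1.09 and -1.28. Across the 9 genes, which are not independent replicates, Pearson's r was 0.350 (p = 0.363, two-sided exact permutation of the 362880 pairings) and Spearman's rho was 0.150 (p = 0.708, the same exact permutation). After Benjamini-Hochberg adjustment over these 2 correlations both p values were 0.708 by the exact permutation. Without JHE, which the paper sets aside and which was left out here only after its value was seen, Pearson's r over the other 8 genes was 0.815 (p = 0.0198, adjusted 0.0396) and Spearman's rho was 0.452 (p = 0.267, adjusted 0.267), by exact permutation of the 40320 pairings. Leaving out the gene that disagrees makes these p values too small.

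**Figure D4:**
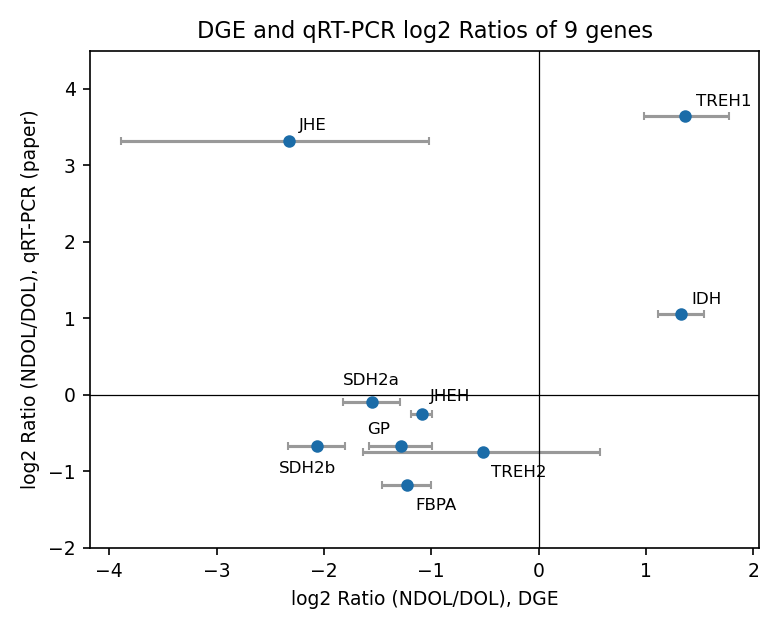
The paper's qRT-PCR log2 Ratio (NDOL/DOL, vertical axis) against the DGE log2 Ratio (horizontal axis) of the 9 genes, with 1 point for each gene and horizontal bars for the 95% counting interval of the DGE value. JHE alone lies in the quadrant of opposite signs, at -2.33 by DGE and 3.32 by qRT-PCR.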

Except for one of the genes (JHE), the qRT-PCR results correlated with the data obtained from deep sequencing analysis showing similar trends in up- or down-regulation of OWBM genes. For example, based on deep sequencing analysis, FBPA, TREH2 were down-regulated 1.23 and 0.52 fold, respectively, and showed 1.18 and 0.75 fold changes, respectively in qRT-PCT analyses (Table S8 in File S1). This indicated that the results of change detected by DGE analysis are reliable. 

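From the deposited reads, FBPA had a log2 Ratio of -1.23 (95% interval -1.46 to -1.0) and TREH2 a log2 Ratio of -0.52 (-1.64 to 0.57). The paper's qRT-PCR log2 Ratios for these genes are -1.18 and -0.75. Both DGE values are log2 Ratios, as Table S8 gives them. The interval of TREH2, which had 14 reads in NDOL and 18 in DOL, included 0.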

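Over the 9 genes the median absolute difference between the DGE and the paper's qRT-PCR log2 Ratios was 0.84. The difference was below this median for 4 genes, FBPA (0.05), TREH2 (-0.23), IDH (-0.27) and GP (0.61). It was largest for JHE (5.65) and TREH1 (2.28). From the similar trends of the genes other than JHE, with FBPA and TREH2 as examples, the paper takes the changes detected by DGE to be reliable.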

To determine the involvement of genes encoding metabolic enzymes in OWBM development, we further analyzed these associated genes (Figure 8). All nine genes had similar expression in the cocoon and larval stages. Compared to cocoon, the expression level of *JHE* increased significantly in pre-larvae and reduced to a lower level in early-pupae. *SDH2a, SDH2b* and *GP* had lower expression levels in larval and pupal stages but higher levels in adults. While *SDH* genes were highly expressed in adult males, *GP* was highly expressed in adult females. *FBPA* and *TREH1* were down-regulated at the stage of pre-pupae compared to the former stages and then the expression level of the two genes increased gradually from early-pupae to adult. *TREH2* were up-regulated in pre-pure and then down-regulated in early-pupae. *IDH* and *JHEH* had similar expression patterns and the expression levels of both genes decreased in pre-pupae.

**Figure 8:**
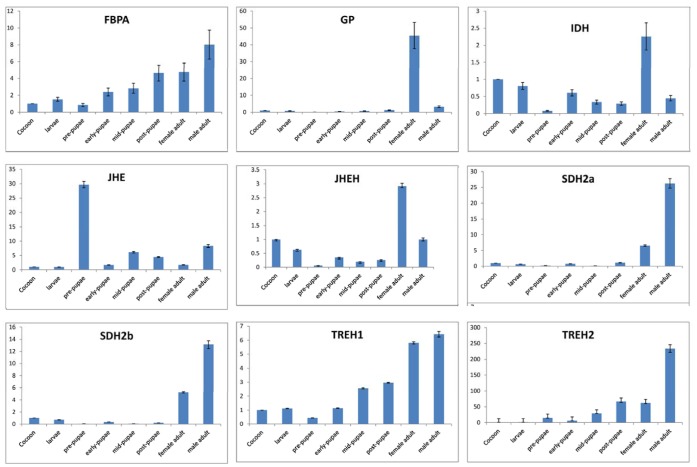
Expression profiling of the *S. mosellana* metabolic enzyme genes in different developmental stages.

## Discussion

The orange wheat blossom midge, *S. mosellana* (Gehin), is a serious pest to wheat. Although the ecological and physiological mechanisms associated with OWBM have been studied extensively, the lack of genetic information and molecular mechanisms related to diapause is a barrier to further understand this species. Our preliminary study indicated that larvae not exposed to low temperatures remained in diapause state and did not pupate (unpublished data, Gong *et al*., 2013). Diapause traits appear to be important factors that contribute to the rapid spread and outbreak of OWBM.

Based on the transcriptome analysis, we detected 45,713 unigenes in OWBM. Using Blastx 45.5% of them (20,802) were found to have significant homology to genes encoding functional proteins. Among them, 11,304 unigenes were more than 1,000 bp (24.73% of all unigenes) indicating that the sequence quality was high enough for further analysis. Homology analysis of the unigenes demonstrated that 32.03% were similar to *Drosophila*, and 11% matched to three mosquito species belonging to Culicomorpha (*Cu. quinquefasciatus*, *Ae. aegypti* and *An. gambiae*). About 79.47 and 81% of the unigenes in *Bactrocera dorsalis* and *Glossina morsitans morsitans*, were previously reported to be closely related to *Drosophila*, respectively [22], [23]. In contrast to Bibionomorpha (gall midge), Ephydroidea (e.g., *Drosophila*) are closer to Tephritoidea (e.g., *B. dorsalis, G. morsitans*). However, the closest relatives are the lower dipterans, the Culicomorpha (mosquito) and Bibionomorpha [24]. Our finding that 43.18% of the unigenes was most closely related to mosquito was consistent with these previous results. Thus, the transcriptome analysis more accurately reflects the evolutionary process.

Thus far, only 39 nucleotide sequences and 1,219 expressed sequence tags of OWBM are available in GenBank (prior to January 10, 2013). Our transcriptome and gene expression profiling data greatly enriches the current OWBM database and will be resourceful to the identification of novel genes, chemical targets, and developmental mechanisms, especially the diapause mechanisms of OWBM.

Diapause is divided into six phases, namely induction, preparation, initiation, maintenance, termination and quiescence, according to the definition proposed by Kostal [14]. It is characterized by reduced metabolic rate, simultaneous activation of associated metabolic pathways and gene expression of metabolic enzymes. Larval diapause is usually characterized by a shut down of the brain-prothoracic gland axis and the prothoracic gland (PG) fails to synthesize the ecdysteroids. This may be caused by either the failure of the brain to release the neuropeptide prothoracicotropic hormone (PTTH) needed to stimulate the PG [25] or by failure of the PG to respond to PTTH until an adequate period of chilling has been experienced [26]. Specific patterns of gene expression and unique metabolic profiles characterize diapause and the cross-talk between fat body and brain regulates developmental arrest [27]. So the alternative life-histories of OWBM, diapause vs non-diapause, are associated with clear gene abundance differences. Our results showed that among 3,005 genes with significant differential expression levels between NDOL and DOL, 1,893 were up-regulated and 1,112 genes were down-regulated in NDOL compared to DOL.

### HSPs

As molecular chaperones, heat shock proteins are involved in maintaining the integrity of key metabolic enzymes or structural proteins at low temperatures during winter or high temperatures during summer [28]. Moreover, heat shock proteins may contribute directly to the regulation of diapause by assuring a cell cycle arrest, which has been linked to expression of both small heat shock proteins [29] and Hsp70 [30], [31].

Small heat shock proteins (sHsps) are a superfamily of proteins that contain an α-crystalline domain with molecular weights ranging from 12–43 kDa depending on variable N- and C-terminal extensions.

sHsps contribute to thermal resistance [32], [33] and their expression patterns change when insects enter into diapause [34]–[36]. 

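The 4 sHsps with complete sequences were compared between the libraries. Unigene11947 had 43 reads in NDOL and 61 in DOL (log2 Ratio -0.66, 95% interval -1.26 to -0.07, FDR 0.111 from the exact binomial test). Unigene18840 had 77 reads in each library (log2 Ratio -0.16, -0.63 to 0.32, FDR 0.901). Unigene17774 had 29383 and 16825 reads (RPKM 7587 and 4838), and its log2 Ratio of 0.65 (0.62 to 0.68) was below the threshold of 1. Unigene19156 had 1201 and 2614 reads (RPKM 369 and 893, log2 Ratio -1.28, -1.38 to -1.18, FDR 1.82e-151), past both thresholds. Under TMM-adjusted library sizes these log2 Ratios were -1.0, -0.49, 0.31 and -1.61 for Unigene11947, Unigene18840, Unigene17774 and Unigene19156.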

In the present study, the expression levels of sHsps were not significantly different between NDOL and DOL. This showed that these sHsps are not associated with diapause.

Hsps are up-regulated during diapause to increase tolerance to environmental stresses such as temperature and are down-regulated when more favorable conditions return. Hsps expression during DOL (diapause stage) indicates a typical stress response when all Hsps have high expression levels including members of Hsp70 and Hsp90 families. In contrast, the gene expression of a cognate of Hsp70, Hsc70, remains unchanged. 

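Unigenes annotated as heat shock cognate 70, numbered cognates included, in Tables S1 and S4 as far as given were compared between the libraries. The paper's text names no unigene for its Hsc70, and a numbered cognate may be another gene. Unigene17050, matched to heat shock cognate 70 of *A. aegypti*, had 6417 reads in NDOL and 1122 in DOL (RPKM 524 and 102, log2 Ratio 2.36, 95% interval 2.27 to 2.45). Unigene19424, matched to cognate 3 of *Harpegnathos saltator*, had 1324 and 218 reads (RPKM 417 and 76.5, log2 Ratio 2.45, 2.24 to 2.66, FDR 8.19e-166 from the exact binomial test). Both were past the threshold, and their log2 Ratios were 2.02 and 2.11 with TMM-adjusted library sizes. Unigene32848, which is Hsp9 of Table S7 and there matched to a cognate 3 protein of a bee, had 36 and 81 reads (log2 Ratio -1.33, -1.93 to -0.74, FDR 3.02e-05). Unigene32407, with 2 and 4 reads, was too shallow for a comparison.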

Perhaps OWBM receives cues to reinitiate development (having just terminated diapause) when the HSPs expression declines to normal levels. In the blow fly *Lucilia sericata*, the expressions of *Hsp70* and *Hsp90* are not regulated in response to diapause, but *Hsp90* transcripts were promptly up-regulated after termination of diapause and during post-diapause development. In the flesh fly *Sarcophaga crassipalpis*, Hsp70 family and at least four members of the sHsp are highly up-regulated in diapausing pupae without temperature stress, and levels of the transcripts decline when diapause is terminated and post-diapause development followed [37], [38]. Up-regulation of Hsps during diapause may be a major factor contributing to cold-hardiness of overwintering insects [38]. In contrast, transcripts of *Hsp90* in *S. crassipalpis* show a pattern different from *Hsp70*: they are down-regulated in diapausing pupae, but expression is restored after diapause is terminated and post-diapause development is allowed [39]. This suggests distinct roles for the different heat shock proteins during diapause.

### Metabolic Enzyme Gene Expression

Utilization of sorbitol is controlled by NAD-sorbitol dehydrogenase (SDH). In OWBM, SDH2a and SDH2b were significantly lower in NDOL than DOL. Diapause-related changes in SDH expression is also observed in other insects. In *Bombyx mori,* SDH is expressed late during embryonic diapause [40], [41] and declines during the termination of diapause in the adult heteropteran bug, *Pyrrhocoris apterus* [42]. In *Wyeomyia smithii*, SDH-1 and SDH-2 are highly expressed during larval diapause, and are down-regulated after termination of diapause [43]. High levels of SDH expression during diapause and declining levels at termination could be related to recovery from poor oxygen conditions and a release from the need for cryoprotection [43] . It is yet to be determined whether such changes could contribute to the termination process.

Activity of SDH in OWBM larvae was not detectable in wheat crop that mature in November although it increased sharply from January to April [44]. Changing patterns in the amount of OWBM transcripts could not be correlated to the activity of SDH. The underlying enzymatic differences between diapause and non-diapause, however, may not be only due to differences in gene expression but could also be attributed to the presence or absence of substrates/cofactors/inhibitors. Real-time PCR in different development stages, showed that SDH expression level was higher only in OWBM adults although in *Drosophila*, SDH transcripts were present in larvae and adults and a low expression was detected in pupae [45].

Trehalose, the major insect blood sugar, has previously been considered a cyroprotectant in some insect species [46]–[48]. During diapause, trehalose content was maintained at a high level but decreased after diapause termination. [49]. Alternately, trehalase activity was lower but increased after diapause termination. In different diapausing stages of OWBM larvae a correlation has been reported between high trehalase activity and energy transition [50]. Two unigenes encoding proteins with trehalase activity (TREH1 and TREH2) had different expression patterns. The expression of TREH1 in NDOL was up-regulated and TREH2 in NDOL was down-regulated when compared to DOL. This indicated that one TREH may have real role participating in the metabolism of trehalose.

Glycogen phosphorylase (GP) is more likely to be activated and provide glucose substrates for glycerol synthesis at low temperatures, providing direct environmental control of metabolic flux via protein phosphorylation reactions [51]. The relative levels of transcripts of genes coding for GP was significantly lower in NDOL than DOL. This result was consistent with a decrease in GP activity after diapause termination [50].

The activity of FBPA increased after diapause termination and was considered to form glycogen from trehalose to supply energy for development [52]. But the FBPA was down-regulated in NDOL than DOL and the FBPA transcript levels reached a peak in OWBM adults. In *Helicoverpa armigera*, FBPA transcripts function in metabolism and energy [53].

TCA cycle may be a checkpoint of diapause for regulating different forms of animal dormancy. In *H. armigera*, leves of isocitrate are higher in the hemolymph of diapausing pupae, whereas levels of pyruvate aer lower in diapausing papae. IDH, which participate in the TCA cycle, was up-regulated in NDOL. This result implies that the up-regulated IDH may incite the TCA cycle in NDOL. In diapausing pupae of the flesh fly, *S. crassipalpis*, the TCA cycle is suppressed and the metabolic intermediates from the TCA cycle are also reduced [54]. In *H. armigera*, diapausing entrance is accompanied by a decrease in the release of intermediates from the fat body, resulting in a significant reduction of TCA activity in the brain. The levels of glucose, pyruvate are lower in diapausing pupae, whereas levels of isocitrate, trehalose are higher in diapausing pupae [27], [53]. The results are consistent with our studies. In NDOL of OWBM, pyruvate dehydrogenase (PD) and ATP-citrate synthase were down-regulated. These differences in metabolic profiles of diapausing and nondiapausing larvae of OWBM suggest that the possibility that this information may be used as a component of the signaling system that regulates diapause. 

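Unigene18128, annotated as pyruvate dehydrogenase, had 543 reads in NDOL and 593 in DOL (RPKM 85.7 and 104, log2 Ratio -0.28, 95% interval -0.45 to -0.11, FDR 0.00722 from the exact binomial test), which did not reach either threshold. The paper's text names no unigene for pyruvate dehydrogenase or ATP-citrate synthase, and others may lie outside the parts of Tables S1 and S4 given. A pair of unigenes carried the annotation ATP-citrate synthase. Unigene19438 had 4 and 27 reads (log2 Ratio -2.91, -4.89 to -1.39, FDR 9.58e-05). Unigene19437 had 28 and 23 reads (log2 Ratio 0.13, -0.72 to 0.99), and its log2 Ratio was -0.21 with TMM-adjusted library sizes. Both have the same best protein match and reads over less than 5% of their length, so that the division of reads between them is uncertain.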

And further studies are required to verify.

Juvenile hormone epoxide hydrolase (JHEHs) and juvenile hormone esterase (JHE) were down-regulated in NDOL than DOL. JHEHs are a family of enzymes that hydrolyze juvenile hormones (JHs) and JHE are important for the onset of metamorphosis which is demonstrated in a variety of insect species [55]. JHIII titre in over-wintering OWBM larvae was higher than over-autumning larvae [56]. But in *Laspeyresia pomonella*, diapause was initiated by a relatively high titer of JH during the last larval instar [57]. In addition, diapausing *Sesamia nonagrioides* larvae maintained high JH titer and JHE activity. Real-time PCR results showed that the expression of JHEH decreased in pre-pupae. Relative to the cocoon, the expression level of JHE was significantly higher in pre-larvae and reduced to a lower level in early-pupae. These were two different expression patterns with different roles in JH clearance and conversion to acid. These results indicated that JHE was crucial for the switch between larvae and pupae in OWBM.

In conclusion, we sequenced the transcriptome of OWBM and constructed a DGE library. These efforts revealed a large number of genes, both of known and unknown functions, greatly expanding the amount of genetic information available for this species and providing a profile of its diapause and non-diapause stages. The results of this study would lead to better understanding of the molecular mechanism underlying diapause in OWBM.

## Supporting Information

File S1 **Table S1-Table S9, Figure S1–S3.** Table S1 Top blast hits from NCBI nr database Table S2 GO annotation of unigenes Table S3 KO annotation of unigenes Table S4 Genes expressed differentially between NDOL and DOL Table S5 Top ten differentially expressed genes Table S6 GO function and KEGG Pathway analysis results of NDOL vs DOL Talbe S7 Hsp genes expressed differentially between NDOL and DOL Table S8 Verification of differentially expressed genes by qRT-PCR Table S9 Real time PCR primers Figure S1. Classification of raw reads, distribution of distinct clean tags and genes’ coverage in NDOL and DOL. A, Percentages of adaptors, containing N, low quality and clean reads. Numbers in parentheses indicate the percentage of each type of tag among the total raw tags. B, Numbers indicate the range of copy numbers for a specific category of reads. The data in parentheses indicate the percentage of corresponding reads among the total distinct tags. C, Percentage of a gene covered by reads. Figure S2 Sequencing Saturation Analysis Figure S3 Phylogenetic analysis of SDH genes.
(ZIP) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

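Expression was measured in 2 DGE libraries of *S. mosellana* larvae, NDOL (chilled at 4 °C for 3 months) and DOL (in diapause, not chilled), with 1 library per condition. NDOL larvae were collected in late May and kept in the laboratory, and DOL larvae were taken from the field in August. The sample labels and the methods of the paper gave the condition of each library. The authors removed adaptor-containing and low-quality reads, mapped the clean reads to the de novo assembled unigenes with SOAPaligner/soap2 (at most 2 mismatches, version not stated), and deposited the count of uniquely mapped reads for every unigene with at least 1 read. The authors also deposited the RPKM of each unigene, which equals its count divided by its length and by the total of the deposited counts of that library. The deposited coverage is the percentage of the length of a unigene that was covered by reads, as computed by the authors. The deposited counts added up to 4.72 M reads in NDOL and 4.24 M in DOL. The smallest share this depth could show, taken as 3 reads, was 6.35e-05% of the reads in NDOL and 7.07e-05% in DOL. No genome of the species was used here, and reads that mapped to more than one unigene are not in the counts.

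The log2 Ratio (NDOL/DOL) was computed from the deposited RPKM with an RPKM of 0 replaced by 0.001. For each of the 40247 unigenes with at least 1 read in either library, the deposited counts were compared by an exact conditional binomial test (two-sided, smaller tail doubled) given the library totals, with Benjamini-Hochberg adjustment. Unigenes with an FDR of 0.001 or less and an absolute log2 Ratio of 1 or more were called differentially expressed, after the thresholds of the paper, whose text does not name the test. This test compares the 2 libraries and not the conditions, since there were no replicates. Intervals are 95% Clopper-Pearson intervals for log2 Ratios, 95% Wilson intervals for shares of unigenes and 95% intervals from binomial order statistics for medians. The Clopper-Pearson intervals cover the counting error of the reads only, and the other intervals treat the unigenes as the sampled units and leave out the counting error of the reads. The expected number of unigenes at a smaller depth was computed from the hypergeometric distribution.

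Groups of unigenes were chosen by name or by the genus of the best protein match (Hymenoptera, Diptera or other) in Table S1 as far as given, with 1999 unigenes, of which 1695 had reads. The names for the cell cycle group were chosen after the data had been examined, and the others before. The median log2 Ratio of a group was set against the medians of 10000 random lists of the same size, drawn within 20 classes of mean RPKM. Tables S2 and S4 were used as far as given, with 1999 unigenes each, and the KEGG assignment of the differentially expressed unigenes was not analysed here. The unigenes named in the text are those that the paper names in its text or in Tables S5, S7 and S8, the 4 complete sHsps, those annotated as heat shock cognate 70 (numbered cognates included), ATP-citrate synthase or pyruvate dehydrogenase in Tables S1 or S4 as far as given, and the 3 with the largest log2 Ratio in each direction among those past the threshold with at least 1 read in each library and at least 100 reads over both. Correlations with the qRT-PCR values of the paper were tested by exact permutation of the 362880 pairings of the 9 genes.

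The alternatives were the Audic-Claverie test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, Benjamini-Yekutieli adjustment, library sizes adjusted by edgeR's TMM method or set to the clean reads that the paper reports, 0.5 reads added to each count in the ratio, and filters on unigenes with few reads. The tests were checked on simulated libraries drawn from the real means and totals, with 200 unigenes changed 4-fold among those with a mean of at least 20 reads. With counting error only, the binomial test recovered 94.0% of the changed unigenes, with 0 calls among the unchanged ones. This check left out variation between libraries. With an assumed biological coefficient of variation of 0.2 or 0.4 and no change, the binomial test called 283 or 2920 unigenes. The computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.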

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

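Every test in this part was chosen before the result was seen, but the bounds of the length classes were set after it. Among the 1695 unigenes of Table S1 as far as given that had reads, the 282 with a hymenopteran best protein match had a median log2 Ratio (NDOL/DOL) of -1.17 (95% interval of the median -1.24 to -1.07). The paper gives the species distribution of the best matches in Figure 2B but does not compare expression between NDOL and DOL by it. The 1056 unigenes with a dipteran best match, the order to which *S. mosellana* belongs, had a median of 0.36 (0.30 to 0.43), a difference of -1.53. The median of the hymenopteran group lay below that of every random list matched on mean RPKM, with 0 of the 10000 lists as low, while the dipteran group lay at percentile 53.6. Table S1 is not sorted by expression, but the part given held 170 down-regulated and 99 up-regulated unigenes. Among all unigenes with reads the numbers were 1090 and 1878, so shares in this part may not hold for all. With 1 library per condition, these values describe the 2 libraries.

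A candidate explanation is RNA from hymenopteran insects, such as parasitoids of the larvae, in the DOL sample, or more of it there than in NDOL. The percentile above (0 of 10000 lists) cannot decide it, since a change in expression of these unigenes would give the same value. Unigenes with a hymenopteran best match were short, with a median length of 315 bp against 1106 bp for a dipteran one. Length alone did not account for the difference, which was -1.37 when taken within 4 length classes and weighted by the hymenopteran unigenes. It was -1.75 for unigenes of 200 to 300 bp, -1.49 for 300 to 500 bp and -1.08 for 500 to 1000 bp. It was gone, at 0.04, among unigenes of 1000 bp or more, which held 33 of the 282. Leaving out unigenes named ribosomal protein or heat shock protein gave a difference of -1.51, so these names did not account for it either. The library-size adjustment by TMM moved both medians alike, to -1.51 and 0.024. Reads shared between near-identical unigenes, GC content and sequence variants were not tested, since no sequences were used. The 2 libraries also differ in the month of collection and in laboratory (NDOL) against field (DOL) conditions. RNA from hymenopteran insects cannot be told apart from a change in expression between NDOL and DOL of unigenes that happen to have hymenopteran best matches, and it remains a hypothesis.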

How the results depend on the processing

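The alternatives were chosen before the data were examined, except the library totals without 2 unigenes, the correlation without JHE and the alternatives for the cell cycle group and for Table S2, which were chosen after seeing the data. No paired analysis was possible because each condition had 1 library.

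The number of differentially expressed unigenes depended most on the variation allowed between libraries, which cannot be estimated from 1 library per condition. Against 1878 up-regulated and 1090 down-regulated unigenes with the binomial test, edgeR's exact test gave 238 and 136 with an assumed biological coefficient of variation of 0.2. With 0.4 it gave 6 and 0. Of the 40247 unigenes tested at 0.4, 1055 higher and 479 lower in NDOL had an unadjusted p of 0.05 or less. That is no more than could arise without any change. At 0.4, 0 of Hsp1-11, 0 of the 9 metabolic enzymes and 0 up-regulated and 0 down-regulated unigenes of Table S2 were past the threshold. The 8 enzymes that lost their call have log2 Ratios, which the choice of test does not alter, of -1.23 for FBPA, -1.28 for GP, 1.33 for IDH, -2.33 for JHE, -1.09 for JHEH, -1.55 for SDH2a, -2.07 for SDH2b and 1.37 for TREH1. At 0.4 even Unigene28084, with a log2 Ratio of -5.45, lost its call. With 1 library per condition, changes of the size of Hsp1-11 or the enzymes could hardly pass at this setting. Their lost calls therefore do not argue against a change. Of the 48 other named unigenes, 40 lost their call, while Unigene44982 and Unigene31917 kept it. In simulated libraries without any change between conditions, the binomial test called 283 unigenes at a coefficient of 0.2 and 2920 at 0.4, and 0 with counting error alone.

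The balance of directions depended on the library size. Under TMM-adjusted sizes 886 unigenes were up-regulated and 1629 down-regulated, so that the larger group changed. With the paper's clean reads as sizes the numbers were 2568 and 904, and without Unigene19024 and Unigene18985 in the totals they were 1405 and 1249. Under TMM the up-regulated unigenes of Table S2 fell from 75 to 37 and the down-regulated ones rose from 97 to 134. With the same sizes the log2 Ratio of IDH was 0.99, below the threshold, and that of Unigene19437 changed sign, to -0.21. The median log2 Ratio of ribosomal protein unigenes was -1.53, that of unigenes with a hymenopteran best match -1.51, with a dipteran one 0.024 and with another one -0.044, a change of sign. Under the Audic-Claverie test, Benjamini-Yekutieli adjustment, 0.5 added reads and both filters on reads, the up-regulated unigenes ranged from 1482 to 1945 and the down-regulated ones from 926 to 1112.

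With at least 10 reads over both libraries, 9057 unigenes had lower RPKM in NDOL, against 14843, and 18012 had higher RPKM, against 25404. The share with higher RPKM in NDOL was 66.5% with this filter and 63.1% without it. Out of all unigenes of the assembly, the shares in NDOL and DOL were 14.0% and 11.1% for more than 100 reads, 22.3% and 25.2% for fewer than 5 reads, 16.4% and 12.1% for coverage of 90% or more, 54.1% and 46.2% for coverage above 50%, and 4.28% and 4.50% for coverage below 10%. With the NDOL reads thinned to the DOL total, its shares were 15.4% for more than 100 reads and 27.9% for fewer than 5. TMM moves the log2 Ratio of every unigene with reads in both libraries by the same amount, and the medians of Hsp1-11 and of the proteasome and cell cycle groups became -1.76, 1.35 and 0.46, within intervals wider than that step. With 0.5 added reads they were -1.42, 1.68 and 0.79. The filter on 10 reads removed no unigene of Hsp1-11 or of the proteasome group and gave 0.87 for the cell cycle group. The Pearson correlation of DGE with qRT-PCR rested on JHE, with r of 0.350 for the 9 enzymes and 0.815 without it, and it cannot change under TMM. Depth limited TREH2, JHE, Hsp11 and the ATP-citrate synthase unigenes, which rested on few reads.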

Differences from the paper's values

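No count or share of the paper compared here was more than 1.5 times larger or smaller than the value found with the settings chosen first. The log2 Ratios of Tables S5, S7 and S8 were the same here. They were computed from the RPKM that the authors deposited, so this is not an independent check. The FDRs of Table S4 were not part of this comparison and did differ, as given below. The paper's 1,893 up-regulated and 1,112 down-regulated genes stand beside 1878 and 1090 here, and under the Audic-Claverie test the numbers were 1878 and 1112. The statements below were compared after the results were seen.

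The paper states that genes with few copies made up more than a given share of each library. The share of detected unigenes with fewer than 5 reads was 31.1% in DOL and 26.3% in NDOL, below the paper's limit in NDOL. The paper's upper limit for coverage of 0 to 10% was met in NDOL, at 5.06%, and not in DOL, at 5.56%.

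The paper states that the expression of sHsps did not differ significantly and that the Hsps with significant differences all fell. Unigene19156, which the paper lists among the complete sHsps, had a log2 Ratio of -1.28 (FDR 1.82e-151) and was past the threshold. Table S4 as far as given holds 2 unigenes with a heat shock name, Unigene17050 and Unigene19424, both up-regulated, with log2 Ratios of 2.36 and 2.45 here. That part of Table S4 holds 1893 up-regulated but only 106 down-regulated unigenes, so it would show mostly rises. The paper states that Hsc70 was unchanged, and its text names no unigene for it. Unigene17050 is annotated as heat shock cognate 70. Unigene19424 is annotated as cognate 3, which may be another gene than the one the paper means.

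The paper states that pyruvate dehydrogenase and ATP-citrate synthase were down-regulated. The paper's text names no unigene for these enzymes, and it may mean unigenes outside the parts of Tables S1 and S4 given. The values here therefore do not contradict it. Unigene18128, annotated as pyruvate dehydrogenase, had a log2 Ratio of -0.28, short of the threshold. Of the unigenes annotated as ATP-citrate synthase, Unigene19438 had a log2 Ratio of -2.91 and Unigene19437 of 0.13. The paper calls TREH2 down-regulated and includes it among the differentially regulated genes, and its log2 Ratio of -0.52 had an FDR of 0.788.

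The paper names a gene homologous to a *N. vitripennis* protein among the most up-regulated genes. Table S4 matches that protein to Unigene41297 (log2 Ratio 14.46), which is not in Table S5. Past the threshold, 132 unigenes had a log2 Ratio above the largest in Table S5, 3.95, and 88 of these had at least 1 read in each library. Of the 1893 up-regulated unigenes in Table S4, 1840 were past the threshold here, and the FDR of the other 53 was at most 0.00142. Table S4 lists 0 up-regulated unigenes with exactly 1 DOL read, while 33 were past the threshold here, among them Unigene26099 with 102 reads in NDOL. The paper's FDR was more than 1000 times the FDR found here for 476 up-regulated unigenes, and for 0 of the 106 down-regulated unigenes of Table S4 as far as given. Among the up-regulated unigenes of Table S4, 148 have an FDR of 0 and the smallest FDR above 0 is 1.92e-14. The 476 alone cannot separate a difference between tests from a limit on how small an FDR is given.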

Other observations

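The test of ribosomal protein copies under one name and the library totals without 2 unigenes were chosen only after the result was seen, and the other tests before. Among differentially expressed and ribosomal protein unigenes, the direction of change also went with the best protein match, with exceptions. Of the 170 down-regulated unigenes in Table S1 as far as given, 120 (70.6%) had a hymenopteran best match, against 5 of the 99 up-regulated ones (5.05%) and 16.6% of all unigenes with reads in the part of Table S1 given.

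Of the 60 ribosomal protein unigenes with reads, the 55 with a hymenopteran best match had a median log2 Ratio of -1.23. The 2 with a dipteran best match had a median of 0.73, and together with 3 others the 5 without a hymenopteran match were all higher in NDOL, at 0.31 to 0.89 (under TMM the lowest of these turned negative). This may reflect RNA from hymenopteran insects in the DOL sample, as tested with these 2 dipteran unigenes, but so small a number leaves the test weak. The abundant Unigene19447 (S2, 1032 bp) rose by 0.77 although its best match is hymenopteran, so the best match alone does not assign a unigene to a species. Unigene22228 (235 bp), also matched to S2 of *N. vitripennis*, had a log2 Ratio of -0.96 and was not past the threshold. When copies of a ribosomal protein under one name were compared, only 2 names had both kinds of match, and the hymenopteran copies were lower for 1 of the 2 (L11, -1.43 against 0.85). For S6 the median of the 2 hymenopteran copies was the higher one, but it rests on a copy with 3 reads in NDOL and none in DOL. The other hymenopteran copy, with 278 reads in NDOL and 618 in DOL, had a log2 Ratio of -1.31, lower than the 0.89 of the S6 copy with another match. With 2 names the test is too small to decide. A change in ribosomal protein expression between diapause and the chilled state cannot be told apart from RNA of another insect.

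For Hsp1-11, 10 of the 11 unigenes had a hymenopteran best match. The share was 16.6% among unigenes with reads in the part of Table S1 given, which may not represent all unigenes. RNA from hymenopteran insects in the DOL sample could account for their fall, but Table S7 lists these unigenes because they differed, so the 10 of 11 cannot decide it. Among the other heat shock unigenes in Table S1 as far as given, 4 had a hymenopteran match, of which 3 were lower in NDOL, and 1 had a dipteran match, too few for a comparison. The heat shock cognate unigenes with many reads, Unigene17050 and Unigene19424 (cognate 3), rose by 2.36 and 2.45, and the latter has a hymenopteran match.

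More unigenes were up-regulated than down-regulated, at a ratio of 1.72. When library sizes were TMM-adjusted the ratio was 0.54, but TMM centres the log2 Ratios and so largely sets this balance itself. Without Unigene19024 and Unigene18985 in the library totals the ratio was 1.12. A difference in library composition may account for part of the excess of up-regulated unigenes, and these values cannot tell it apart from a change in expression. These 2 unigenes held 5.11% and 3.21% of the DOL reads, against 0.280% and 0.188% of the NDOL reads.

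The 9 ribosomal protein unigenes without a DOL read had between 1 and 4 reads in NDOL, and all 9 had a hymenopteran best match. No explanation for this was tested.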
